# Histone Demethylation Maintains *Prdm14* and *Tsix* Expression and Represses *Xist* in Embryonic Stem Cells

**DOI:** 10.1371/journal.pone.0125626

**Published:** 2015-05-20

**Authors:** Yasunao F. Kamikawa, Mary E. Donohoe

## Abstract

Epigenetic reprogramming is exemplified by the remarkable changes observed in cellular differentiation and X-chromosome inactivation (XCI) in mammalian female cells. Histone 3 lysine 27 trimethylation (H3K27me3) is a modification that suppresses gene expression in multiple contexts including embryonic stem cells (ESCs) and decorates the entire inactive X-chromosome. The conversion of female somatic cells to induced pluripotency is accompanied by X-chromosome reactivation (XCR) and H3K27me3 erasure. Here, we show that the H3K27-specific demethylase Utx regulates the expression of the master regulators for XCI and XCR: *Prdm14*, *Tsix*, and *Xist*. Female ESC transcriptome analysis using a small molecule inhibitor for H3K27 demethylases, GSK-J4, identifies novel targets of H3K27 demethylation. Consistent with a recent report that GSK-J4 can inhibit other histone demethylase, we found that elevated H3K4me3 levels are associated with increased gene expression including *Xist*. Our data suggest multiple regulatory mechanisms for XCI via histone demethylation.

## Introduction

Post-translational modifications (PTMs) of histones are major players in epigenetic regulation and are required for multiple genomic functions such as DNA replication and gene transcription [1,2]. The histone 3 lysine 27 tri-methylation (H3K27me3) mark is enriched at a subset of genomic loci that are temporally repressed and poised for reactivation upon proper stimuli [3]. A remarkable feature of H3K27me3 is that it is enriched along the entire inactive X-chromosome (Xi) in mammalian female somatic cells [4,5]. During cellular differentiation, one of two female X-chromosomes is epigenetically silenced to balance the X-linked gene dosage with XY males in a process called X-chromosome inactivation (XCI). XCI is governed by two long noncoding RNAs (lncRNAs): *Xist* the silencer, and *Tsix* the antisense counterpart of *Xist*. *Xist* expression becomes allele-specific from the future Xi and is robustly expressed during the XCI process. In contrast, *Tsix* is highly expressed in the pluripotent state and represses *Xist* expression [6]. Consistent with its expression pattern, *Tsix* is regulated by several pluripotent factors such as Oct4, Sox2 and Rex1 [7,8]. Upon cellular differentiation, *Tsix* expression is progressively reduced allowing *Xist* elevation. During the reprogramming of female somatic cells back to an induced pluripotent state (induced pluripotent stem cells (iPSCs)), the entire X-chromosome is reactivated (X-chromosome reactivation (XCR)), *Tsix* expression increases, *Xist* expression is extinguished, and the H3K27me3 PTM is erased from the inactive X. The mechanism for this erasure in XCR is not known although recent studies reveal several pluripotent factors such as Prdm14, Klf2, and *Tsix* trigger XCR [9,10]. These findings prompted us to ask whether H3K27 demethylases play a role in regulating pluripotency and the XCI/XCR cycle.

The ubiquitously transcribed tetratoricopeptide on X (Utx) and Jumonji-C domain-containing protein 3 (Jmjd3), encoded by *Kdm6a* and *Kdm6b*, respectively, have been identified as H3K27me2/me3-specific demethylases [11,12]. Previous studies have shown multiple functions of these proteins in normal development and cellular reprogramming [12,13]. Intriguingly, a genome-wide screening revealed that Utx is required for the reprogramming of somatic cells to iPSCs and germ cells [14]. Here, we elucidate the function of H3K27me3 demethylation for the expression of pluripotent genes and the suppression of XCI using female ESCs. We find that a small molecule GSK-J4, originally established as a selective inhibitor for H3K27 demethylases, can activate gene expression by inhibiting other JmjC domain demethylases such as H3K4me3, consistent with a recent report [15]. Our results show that histone demethylases play a dynamic role in XCI.

## Results

### Inhibition of demethylases by GSK-J4 treatment results in reduced expression of pluripotent genes

First, we measured the temporal expression levels of Utx and Jmjd3 during the cellular differentiation of female mouse ESCs by forming embryoid bodies (EBs) and the concomitant removal of leukemia inhibitory factor (LIF). The cells were harvested at the designated differentiation days. Consistent with previous reports using male ESCs [16, 17], the mRNA levels of *Utx* decline while *Jmjd3* increases during the differentiation of female ESCs (Fig 1A). Similar to the mRNA data, the Utx protein level is reduced in day 8 female EBs (Fig 1B). In contrast, we can only detect Jmjd3 protein at day 8 of differentiation (Fig 1B). We could not observe Jmjd3 protein following inhibition of the proteasome with MG-132 treatment suggesting that the lack of Jmjd3 protein is not due to its degradation by the proteasome (S1 Fig). Due to the low expression of Jmjd3 protein in undifferentiated ESCs, we focus our studies here on Utx.

**Fig 1:**
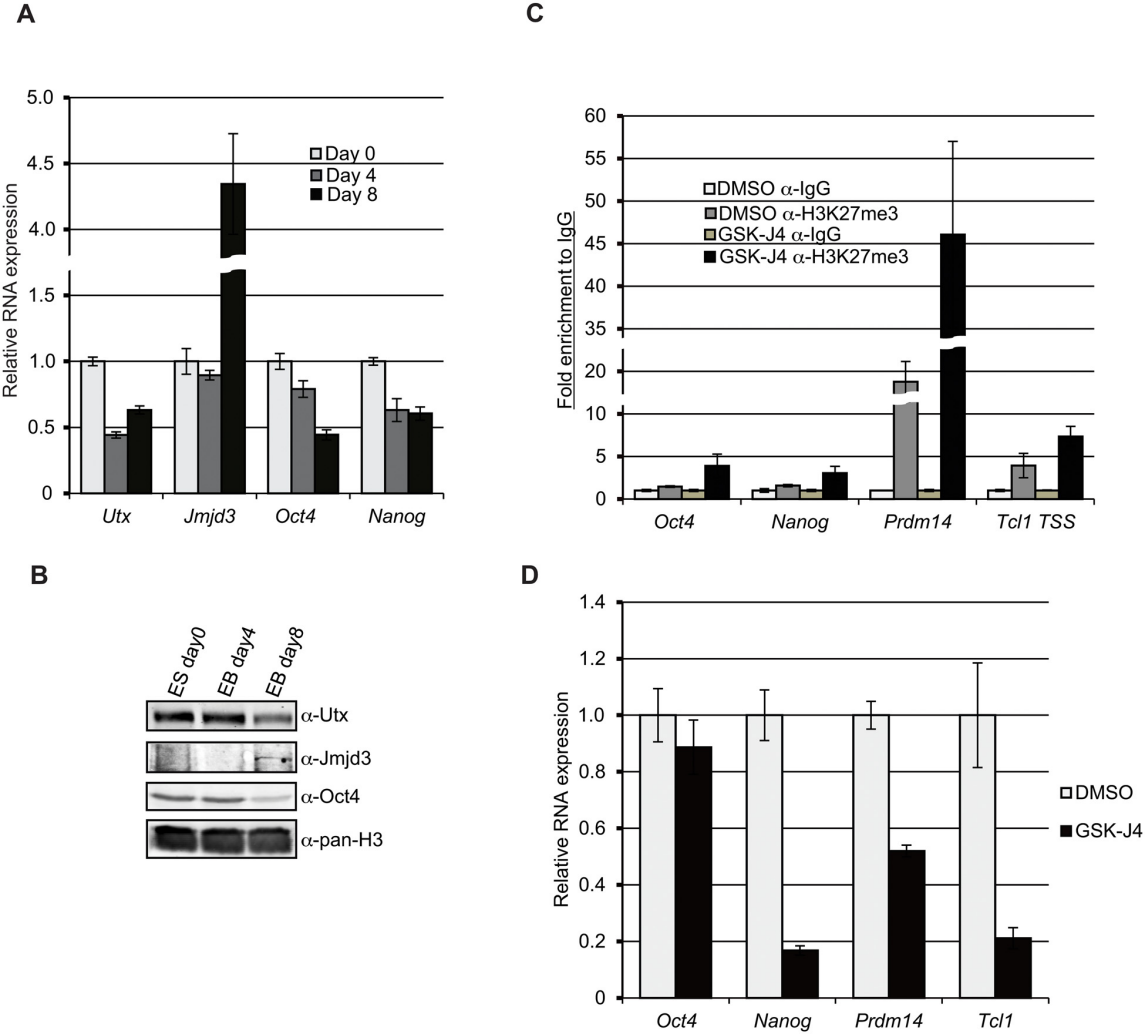
GSK-J4 treatment results in reduction of *Nanog*, *Prdm14*, and *Tcl1* expression. (A) RNA expression of *Utx* and *Jmjd3* during the differentiation of female ESCs. ESCs were differentiated by removal of LIF and forming embryoid bodies (EBs). RNA was extracted from undifferentiated ESCs (day 0 (d0)), day 4 (d4) and day 8 (d8) of differentiation. Relative RNA expression was determined with RT-qPCR. The graph represents mean values of three independent experiments. Error bars show one standard deviation from the mean. (B) Western blot analysis of Utx, Jmjd3, and Oct4 during differentiation. Histone H3 was used a protein loading control. (C) LF2 ESCs were treated with 10 μM GSK-J4 for 24 hr and subjected to quantitative chromatin immunoprecipitation (qChIP) using anti-H3K27me3 antibodies and primer sets for the transcriptional start sites (TSSs) of the indicated genes. The graph represents mean values of fold enrichment relative to IgG control from three independent experiments. Error bars represent on standard deviation from the mean. (D) Alteration of *Oct4*, *Nanog*, *Prdm14*, and *Tcl1* expression following GSK-J4 treatment. LF2 ESCs were treated by 10 μM GSK-J4 for 24 hr and RNA levels were measured by RT-qPCR. The graph represents the mean values of three independent experiments. Error bars show one standard deviation from the mean.

To elucidate the roles of H3K27 demethylation on the expression of pluripotent genes, we treated female undifferentiated ESCs with GSK-J4, a small molecule inhibitor specific for Utx and Jmjd3 H3K27 demethylase catalytic activity [18]. Inhibition of H3K27me3 demethylation following GSK-J4 treatment was confirmed by quantitative chromatin immunoprecipitation (qChIP) using anti-H3K27me3 antibodies at the transcriptional start sites (TSSs) of the pluripotent genes *Oct4*, *Nanog*, *Prdm14*, and *Tcl1* (Fig 1C). Indeed, we observe an increase of H3K27me3 at these loci following GSK-J4 exposure, in particular at the *Prdm14* TSS, which shows the highest signal of H3K27me3 in both the control and the GSK-J4 treated ESCs. The expression levels of these genes were measured by reverse-transcription, quantitative PCR (RT-qPCR). *Nanog*, *Prdm14*, and *Tcl1* show reduced expression with GSK-J4 treatment although the expression of *Oct4* is slightly decreased (Fig 1D). Two independent male and female ESCs treated with GSK-J4 confirms the altered gene expression (S2 Fig). Taken together, these results suggest that the H3K27 demethylase activity is necessary for the expression of *Nanog*, *Prdm14*, and *Tcl1*.

### GSK-J4 diminishes *Tsix* and induces *Xist* expression

XCI in the mouse embryo can be faithfully recapitulated *ex vivo* by inducing the differentiation of female ESCs. Both female X-chromosomes are active in undifferentiated ESCs. During cellular differentiation, *Tsix* expression extinguishes and *Xist* is robustly upregulated reflecting the gradual silencing of the entire inactive X-chromosome (Fig 2A). Following GSK-J4 exposure, the level of H3K27me3 is increased at the TSSs of *Tsix* and *Xist*. We also observe enhanced H3K27me3 at *Xist* intron 1 (*Xist-int1*) (Fig 2B), where several pluripotent factors (such as Oct4, Nanog, and Sox2) bind [7,8]. We then tested the effect of inhibition of H3K27me3 demethylation on the expression of *Tsix* and *Xist* in undifferentiated female ESCs. GSK-J4 treatment reduces *Tsix* and increases the expression of *Xist* (Fig 2C).

**Fig 2:**
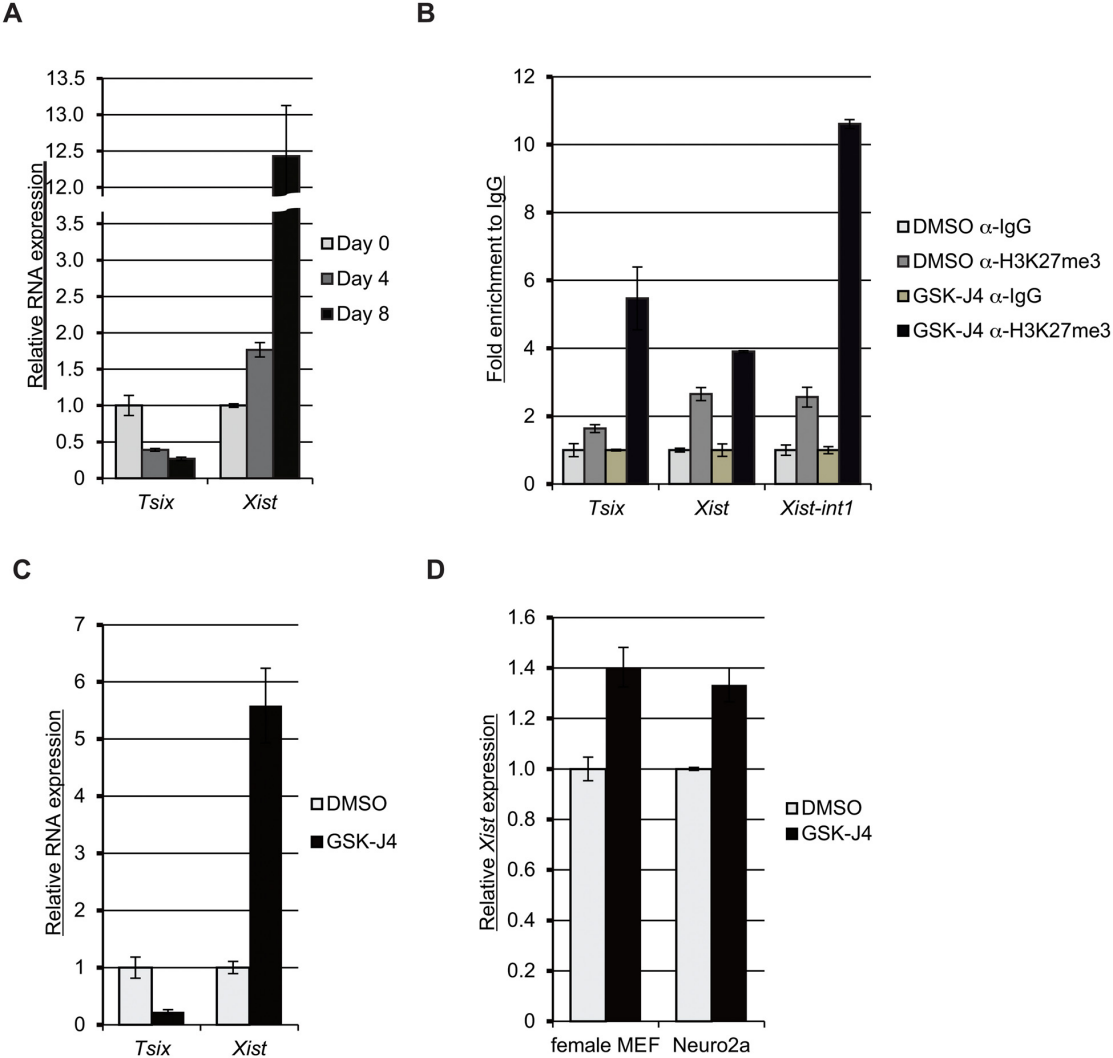
GSK-J4 demethylase inhibitor extinguishes *Tsix* and induces Xist expression. (A) RNA expression levels of *Tsix* and *Xist* during the differentiation of female ESCs. RNA was extracted from indicated stages of cells and subjected to RT-qPCR. The graph is representative of mean values of three independent experiments. Error bars represent one standard deviation from the mean. (B) Female ESCs were treated with 10 μM GSK-J4 and subjected to qChIP at the TSSs of *Tsix* and *Xist*, as well as *Xist* intron 1 (*Xist*-int1) using anti-H3K27me3 antibodies. The graph represents mean values of fold enrichment to IgG from three independent experiments. Error bars show one standard deviation from the mean. (C) Alteration of *Tsix* and *Xist* expression after GSK-J4 treatment. ESCs were treated with 10 μM GSK-J4 for 24 hr and subjected to RT-qPCR. Relative RNA expression is shown as mean values of three independent experiments. (D) Female MEFs and Neuro2a cells were treated with 10 μM GSK-J4 for 24 hr and the relative RNA expression of *Xist* was determined by RT-qPCR. The mean values of three independent experiments are shown. Error bars represent one standard deviation from the mean.

These results suggest that H3K27me3 demethylation is indispensable for the maintenance of *Tsix* expression and for preventing ectopic *Xist* expression. Because *Tsix* is a repressor for *Xist*, we asked whether ectopic activation of *Xist* is dependent on *Tsix* repression. To answer this question, we treated female primary mouse embryonic fibroblasts (MEFs) [19], which do not express *Tsix*, with GSK-J4 and measured the *Xist* levels. We observed approximately 40% increase of *Xist* expression after GSK-J4 treatment (Fig 2D). The induction of *Xist* expression in female MEFs is more robust than that of ESCs with the basal MEF *Xist* levels at least 100 fold higher expression than undifferentiated ESCs [20], suggesting that the induction of *Xist* by GSK-J4 is at least partially, independent of *Tsix* repression. In contrast to the male undifferentiated ESCs, GSK-J4 treatment did not affect *Xist* expression in male MEFs (S3 Fig). We confirmed this increased expression of *Xist* by GSK-J4 treatment in Neuro2a cells, a female mouse neuroblastoma cell line (Fig 2D). Our results suggest that H3K27 demethylation is required for *Tsix* expression and the repression of *Xist*.

### Utx occupies the transcriptional start sites of *Prdm14*, *Tsix*, and *Xist* intron 1 and regulates their expression

Using qChIP we tested whether the Utx demethylase occupies the TSSs of *Oct4*, *Nanog*, *Prdm14*, *Tcl1*, *Tsix*, *Xist*, and *Xist intron 1* in undifferentiated female ESCs. We found that Utx is enriched at the TSSs *Prdm14*, *Tsix*, and *Xist intron 1*, but not at the TSSs of *Oct4*, *Nanog*, *Tcl1*, *or Xist* (Fig 3A). To confirm its functional importance in the expression of these genes, we depleted *Utx* using small interfering RNAs (siRNAs) targeting two different regions of the *Utx* gene. Western blot shows that Utx protein is reduced (approximately 50%) following knockdown (Fig 3B). Consistent with the GSK-J4 treatment, RT-qPCR reveals a reduced expression of *Prdm14* and *Tsix* in the Utx knockdown cells (Fig 3C). In addition, we observe a decrease in *Xist* expression following Utx reduction, indicating the difference of inhibiting demethylase activity versus the depletion of Utx (Fig 3C). Indeed, previous studies show that Utx can activate its targets expression in a demethylase-independent manner [21,22]. Both Utx and its family member, Uty, demonstrate histone demethylase-independent functions in mouse embryonic development. Interestingly, we found that Utx enriches at target loci upon GSK-J4 treatment (Fig 3D) even though the total Utx protein level is not changed (S4A Fig), suggesting that inhibition of H3K27 demethylation activates the demethylase-independent function of Utx Taken together, our data indicate that Utx directly regulates the expression of *Prdm14* and *Tsix* in a demethylase-dependent manner, and suggest that Utx controls *Xist* via demethylase-independent mechanisms.

**Fig 3:**
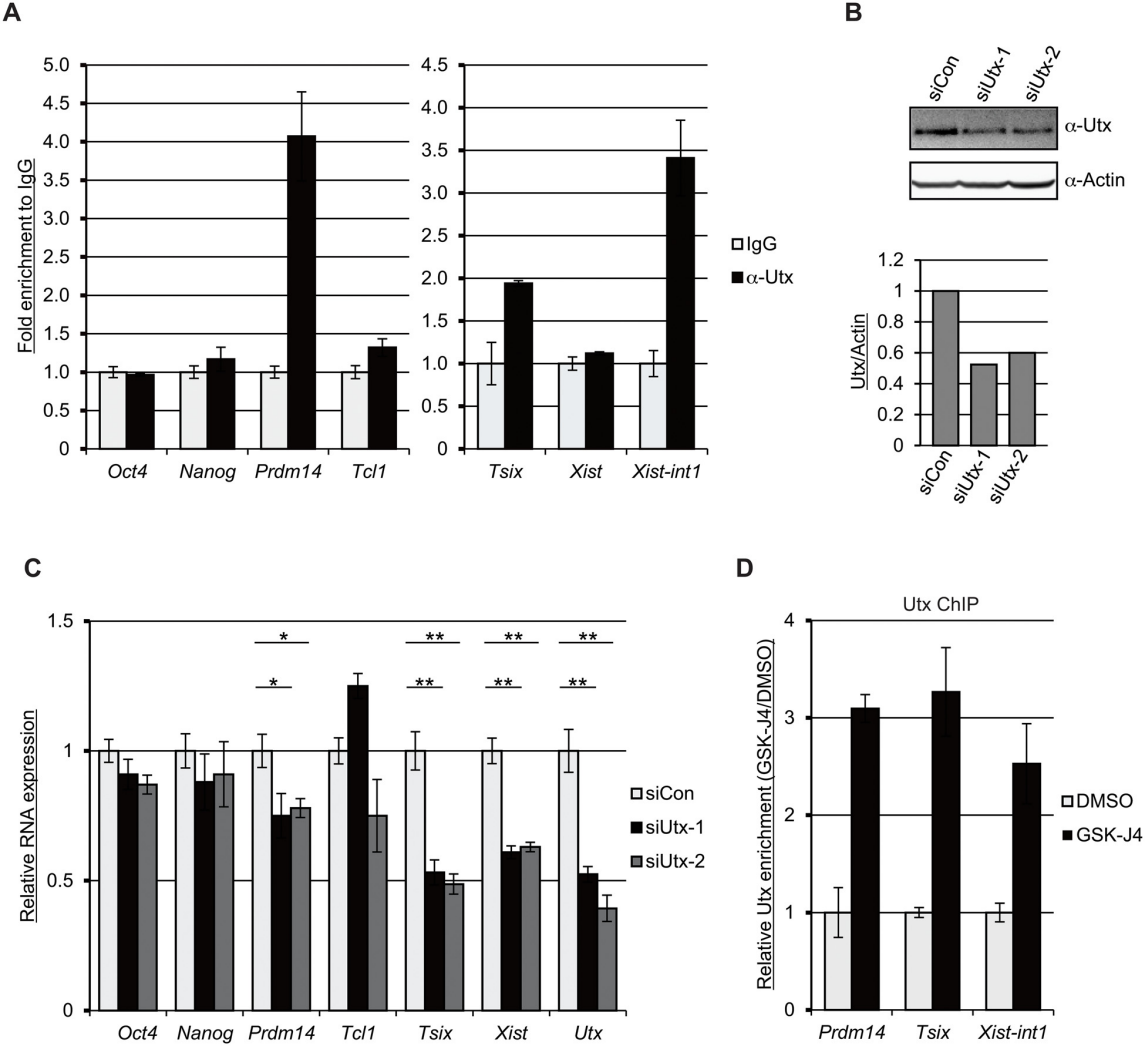
Utx binds to the transcriptional start sites (TSSs) of *Prdm14*, and *Tsix*, and *Xist intron 1* and regulates these genes in ESCs. (A) Female ESCs were subjected to qChIP using anti-Utx antibodies and the primer sets for the TSSs of *Oct4*, *Nanog*, *Prdm14*, *Tcl1*, *Tsix*, and *Xist*; as well as *Xist* intron 1 (*Xist*-int1). The graphs represent the mean fold values of enrichment relative to IgG control from three independent experiments. Error bars show one standard deviation from the mean. (B) Female ESCs were transfected with a control siRNA (siCon) and two different siRNAs for Utx (siUtx-1 and siUtx-2). The transfectants were subjected to western blot with anti-Utx antibodies 72 hr post transfection. Actin is used as a protein loading control. The graph represents the fold change of Utx and Actin proteins. (C) The relative RNA expression was measured by RT-qPCR in the Utx depleted cells. The graph represents the mean values of three independent experiments. Error bars represent one standard deviation from the mean. Student’s *t*-test (two tailed unpaired) was used for statistical analysis. *p<0.05; **p<0.01. (D) Female ESCs were treated with 10 μM of GSK-J4 for 24 hr and then subjected to qChIP using anti-Utx antibodies.

### Ascorbic acid enhances the demethylase activity of Utx and induces its target genes

L-ascorbic acid (AA)/Vitamin C is a potential activator of α-ketoglutarate-dependent oxygenases [23,24]. Although previous studies reveal that the demethylation of 5-methyl cytosine (5mC), histone 3 lysine 9 (H3K9), and histone 3 lysine 36 (H3K36) enhance after AA exposure [23,22,25], it is unknown whether AA regulates H3K27 demethylation. We therefore tested whether AA can facilitate the demethylase activity of Utx. To do this, we overexpressed HEK cells with a C-terminal catalytic domain of UTX protein fused with a nuclear localization signal sequence SV40NLS (UTX-C_SV40NLS_) [26] and evaluated the demethylase activity with or without AA by immunostaining with anti-H3K27me3 antibodies (Fig 4A). We found that AA treated cells show a statistically significant reduction in H3K27me3 signal intensity (Fig 4B). AA can also enhance demethylation of H3K27me3 using lysates from UTX-C_SV40NLS_-expressing cells (Fig 4C). These results indicate that AA enhances the demethylation of H3K27me3.

**Fig 4:**
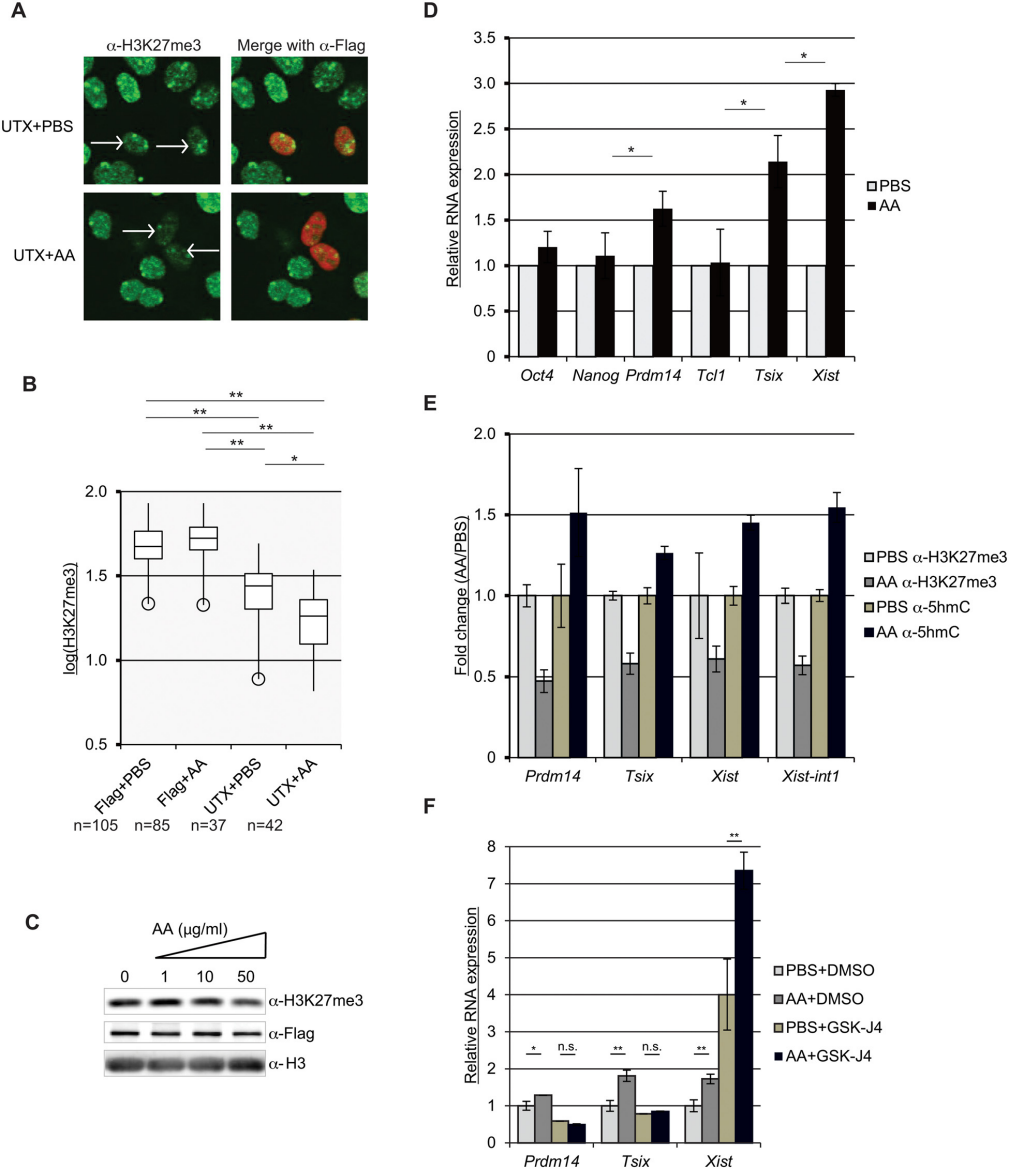
Ascorbic acid enhances demethylation of H3K27me3 and induces *Prdm14*, *Tsix*, and *Xist*. (A) The catalytic domain of Flag-tagged UTX protein was overexpressed in HEK cells, in the presence or absence of ascorbic acid (AA). The transfectants were subjected in immunostaining using anti-H3K27me3 and anti-Flag antibodies. (B) The signal intensities of H3K27me3 from individual cells are shown as box plots in log scale. The numbers of the counted cells are indicated as “n”. The Tukey-Kramer method was used for statistical analysis. *p<0.05; **p<0.01. (C) *In vitro* demethylase assay was performed using lysates from Flag-Utx overexpressing cells with or without AA. Western blot was performed after the *in vitro* demethylase assay using anti-H3K27me3, anti-Flag, and anti-H3 antibodies. (D) AA induces *Prdm14*, *Tsix*, and *Xist* expression in ESCs. Female ESCs were cultured with 50 μg/ml of AA for 24 hr and the relative RNA expression was determined by RT-qPCR. The graphs show the mean values of three independent experiments. Error bars represent one standard deviation from the mean. Student’s *t*-test (two tailed paired) was used for statistical analysis. * p<0.05. (E) The H3K27me3 levels are decreased while the 5hmC levels are elevated following AA exposure. Female ESCs were treated with 50 μg/ml of AA for 24 hr and the relative enrichment of H3K27me3 and 5hmC were determined by qChIP. Fold changes relative to the control are shown as the mean values of three independent experiments. Error bars show one standard deviation from the mean. (F) GSK-J4 diminishes AA-induced up-regulation of *Prdm14* and *Tsix*, but enhances that of *Xist* expression. Female ESCs were treated with GSK-J4 in the absence or presence of AA and subjected to RT-qPCR. The mean values of three independent experiments are presented using the AA fold induction. Student’s *t*-test (two tailed unpaired) was used for statistical analysis. * p<0.05; **p<0.01; n.s. = not significant (p>0.05). Error bars represent one standard deviation from the mean.

Next, we treated female ESCs with AA and evaluated the expression levels of the genes tested above. Consistently, the *Prdm14* and *Tsix* levels increase after AA (Fig 4D). In contrast, we found an increased expression of *Xist* in AA treated cells, suggesting an H3K27me3 demethylation-independent mechanism. Indeed, it has been reported that AA treatment induces the global demethylation of 5-methyl cytosine (5mC), converting 5mC to 5-hydroxy methyl cytosine (5hmC) in ESCs via a Ten eleven translocated (TET)-dependent manner [23]. We evaluated the levels of H3K27me3 and 5hmC at the TSSs of *Prdm14*, *Tsix*, and *Xist* as well as *Xist-int1* after AA treatment. The H3K27me3 levels are reduced and the 5hmC levels are increased at all the loci tested (Fig 4E), suggesting that AA activates the demethylation of both H3K27me3 and 5mC. We next asked whether the AA-induced gene expression is mediated by H3K27 demethylation, and therefore treated ESCs with AA plus GSK-J4. The induction of *Prdm14* and *Tsix* by AA is significantly diminished following GSK-J4 exposure (Fig 4F), indicating that AA activates these genes through the demethylation of H3K27me3. In contrast, *Xist* levels are elevated in the AA plus GSK-J4 treated cells as compared with AA or GSK-J4 alone (Fig 4F), presumably due to the synergistic effect of inhibition of H3K27me3 demethylation and the activation of 5mC demethylation by GSK-J4 and AA, respectively. The Utx total protein levels do not change after AA exposure (S4B Fig). Collectively our results show that AA activates the demethylation of H3K27me3 and enhances 5hmC levels resulting in an induction of *Prdm14*, *Tsix*, and *Xist* expression.

### Transcriptional signature of GSK-J4 treated female ESCs

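RNA was collected from female mouse ESCs of the LF2 line under 4 conditions, with 1 library each. The cells received PBS or 50 μg/ml AA, and DMSO or 10 μM GSK-J4, for 24 hr. PBS and DMSO are the vehicles of AA and GSK-J4. GSK-J4 is a cell-permeable inhibitor of JmjC histone demethylases. There are no replicates within a condition, so each difference between a pair of libraries has no replicate of its own and is described without a p-value. The authors removed duplicates from the single-end reads, aligned them with TopHat2 and calculated FPKM with Cufflinks2. They deposited 2 tables, which compare PBS+DMSO with PBS+GSK-J4 and AA+DMSO with AA+GSK-J4. Each table lists 11033 coding sequence groups under 9936 gene names, of which 961 have more than 1 group. The FPKM columns are headed as log10 values but hold linear values. The log2 ratio of the FPKM pair differs from the fold change in the authors' deposited table by at most 0.00417 without AA and 0.00366 with AA. The tables name no genome build. Of the 9542 gene names that are also in GENCODE M21, 9537 have a locus that overlaps the gene of that name on GRCm38, and coordinates are given as in the tables.
FPKM values were summed over the coding sequence groups of each gene. The 157 genes with a failed estimate in either table were left out, which left 9779 genes. Changes are given as log2((GSK-J4 FPKM + 1)/(DMSO FPKM + 1)), which understates the change of weakly expressed genes. Summed over these genes, FPKM was 360621 in PBS+DMSO, 275575 in PBS+GSK-J4, 342327 in AA+DMSO and 271205 in AA+GSK-J4. An FPKM of at least 1 was found for 8641, 8981, 8610 and 8901 genes in the same order. The tables hold no read counts, so the depth of each library is unknown. The low values move in steps of whole reads, and these steps give a depth relative to PBS+DMSO of 0.795 for AA+DMSO, 0.642 for PBS+GSK-J4 and 0.524 for AA+GSK-J4. These ratios are tentative, because the next best set scored only 1.06% lower. The median log2 ratio of all expressed genes was -0.17 without AA and -0.16 with AA. It moved to 0.07 in both comparisons when each library was divided by its upper quartile, and to 0.18 and 0.15 when each library was scaled to the same total. For some of the single genes, the median log2 ratio of the 300 genes nearest in mean expression is therefore given as well.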

To further elucidate the biological relevance of H3K27 demethylation, we performed RNA-sequencing (RNA-Seq) on GSK-J4 treated female ESCs in the absence or presence of AA. The expression levels obtained from RNA-Seq were calculated as the FPKM (Fragments Per Kilobase of exon per Million mapped fragments (Fig 5A)). 

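*Nanog*, whose locus lies on chromosome 6 from 122707516 to 122743526, had an FPKM of 162 in PBS+DMSO and 95.7 in PBS+GSK-J4, and of 151 in AA+DMSO and 90.9 in AA+GSK-J4. Its log2 ratio was -0.75 without AA and -0.73 with AA. The genes nearest in expression had medians of -0.62 and -0.57, and *Nanog* ranked at percentile 31.0 and 28.7 among them. *Prdm14* (chromosome 1, 13113202 to 13128074) changed from 8.77 to 5.80 FPKM without AA and from 7.77 to 5.93 with AA. Its log2 ratios were -0.52 and -0.34, against medians of -0.09 and -0.05 for genes of similar expression, and it ranked at percentile 10.7 and 23.7 among them. *Tcl1* (chromosome 12, 105216754 to 105222907) fell from 65.9 to 36.1 FPKM without AA and from 70.8 to 47.0 with AA. These are log2 ratios of -0.85 and -0.58, against -0.51 and -0.45 for the nearest genes, at percentile 15.3 and 36.7. *Pou5f1*, which encodes Oct4 (chromosome 17, 35505698 to 35511011), fell from 867 to 510 FPKM without AA and from 800 to 480 with AA, with log2 ratios of -0.76 and -0.74. The nearest genes had medians of -0.58 and -0.54, which puts *Pou5f1* at percentile 32.7 and 30.3. All 4 genes therefore lie inside the spread of genes of similar expression. Each of these genes was lower with GSK-J4 in both comparisons under every scaling and pseudocount tried. Scaling each library to the same total moved the values most, to -0.37 for *Nanog* and -0.20 for *Prdm14* without AA. None of the 4 genes was called in the authors' deposited table, where the smallest q-value among them was 0.599, for *Tcl1* without AA. *Xist* was not analysed here.

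**Figure D1:**
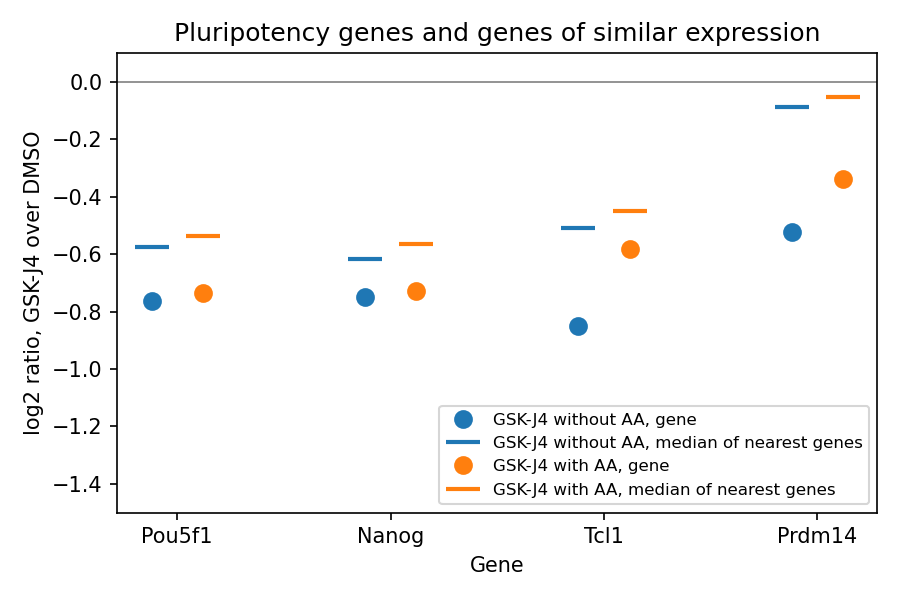
The vertical axis gives the log2 ratio of GSK-J4 over DMSO for *Pou5f1*, *Nanog*, *Tcl1* and *Prdm14*, without AA (blue) and with AA (orange). Circles are the genes and dashes are the medians of the 300 genes nearest in mean expression, and each circle lies below its dash.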

We confirmed the reduced expression of *Nanog*, *Prdm14*, and *Tcl* and induction of *Xist* (S5 Fig). 

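In GSK-J4 treated cells without AA, 456 of the 9196 genes with an FPKM of at least 1 in either library were at least 2-fold higher and 322 were at least 2-fold lower than in DMSO. With AA, 377 of 9139 genes were at least 2-fold higher and 309 at least 2-fold lower. The balance of these counts depends on the filter and on how the libraries are scaled. Genes that were higher made up 58.6% of the changed genes without AA and 55.0% with AA for the deposited FPKM. The shares were 79.7% and 77.1% when the log2 ratios were centred on their median, 84.4% and 82.2% after upper-quartile scaling, and 88.4% and 85.3% after scaling to the same total. A pseudocount of 5 gave 45.2% and 49.3%, an FPKM of at least 5 in either library gave 48.9% and 47.5%, and an FPKM of at least 1 in both libraries gave 49.6% and 46.6%, so lower genes outnumbered higher genes there. A threshold of 4-fold moved the counts without AA most, to 48 higher and 6 lower genes. Among the scalings, that to the same total moved the higher genes most, to 1199, and that by the upper quartile moved the lower genes most, to 125. Across the genes kept for both comparisons, the log2 ratios had an SD of 0.60 without AA and 0.57 with AA. The calls of the authors' deposited table rest on 10740 tested coding sequence groups without AA and 10707 with AA.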

We identified 189 statistically significant differentially expressed genes in the GSK-J4 cells without AA; whereas 155 differentially expressed genes are found in the GSK-J4 ESCs with AA exposure. Without AA, 160 genes are upregulated and 29 are repressed following GSK-J4 (Fig 5B, **top panel**, q-value<0.05). 

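The upregulated genes of the authors' deposited table were weakly expressed in the control, with a median FPKM of 1.22 in PBS+DMSO and 6.66 in PBS+GSK-J4. The downregulated genes of the authors' deposited table had medians of 28.4 and 10.6. An FPKM below 2 in PBS+DMSO was found for 100 of the upregulated genes and 1 of the downregulated genes called in the authors' deposited table. On the log2(FPKM + 1) scale, 154 upregulated and 28 downregulated genes of the authors' deposited table changed at least 2-fold. Of the genes called in the same direction with and without AA, *Nupr1* rose most, from 2.81 to 46.9 FPKM, a log2 ratio of 3.65. *Ddit4* rose by 3.21, *Atf3* by 3.03, *Them5* by 2.86 and *Pm20d1* by 2.56 on the log2 scale. *Cdkn1a* changed from 24.5 to 80.5 FPKM, a log2 ratio of 1.67, and *Neurod1* from 3.01 to 13.8, a log2 ratio of 1.88. *Ldoc1*, on the X chromosome, fell from 5.45 to 0.973 FPKM, a log2 ratio of -1.71. Among the genes nearest in expression, the median log2 ratio was -0.48 for *Cdkn1a* and -0.09 for *Neurod1*. The authors' deposited table gives *Nupr1* a q-value of 7.94e-05 and *Cdkn1a* one of 0.00565.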

In the presence of AA, 131 of these differentially expressed genes are upregulated and 24 are decreased (Fig 5B, **bottom panel**, q-value<0.05). 

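In the presence of AA, the upregulated genes of the authors' deposited table had a median FPKM of 1.14 in AA+DMSO and 5.50 in AA+GSK-J4, and the downregulated genes had medians of 9.14 and 2.99. Of the genes with an FPKM of at least 10 in AA+DMSO, 16 upregulated and 11 downregulated genes were called in the authors' deposited table. Without AA the corresponding numbers from the authors' deposited table were 18 and 19. *Nupr1* reached 60.7 FPKM from 3.73, a log2 ratio of 3.71. The log2 ratios with AA were 3.22 for *Ddit4*, 2.59 for *Atf3*, 2.57 for *Them5* and 2.74 for *Pm20d1*. *Cdkn1a* rose from 22.5 to 73.6 FPKM, and *Neurod1* from 3.10 to 11.3, a log2 ratio of 1.59. *Ldoc1* (61709524 to 61710909) fell from 7.30 to 1.72 FPKM, a log2 ratio of -1.61.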

We analyzed the differentially expressed genes in the absence of AA using Gene Ontology (GO) analysis. 

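Gene Ontology terms were not retested here. Preset lists of genes were compared with random lists of the same size matched on expression. A list of mesoderm and primitive streak genes had 7 members with an FPKM of at least 1 in either library without AA, of which 5 were higher with GSK-J4. Their median log2 ratio was 0.79 above that of the matched lists, at percentile 99.4. With AA it was 0.57 above, at percentile 98.3. Limiting the list to genes with an FPKM of at least 5 in either library moved the value without AA most, to 1.72. Only *Mesp2*, *Nodal* and *Lefty2* remain there, and the list median is that of *Nodal*. An FPKM of at least 1 in both libraries lowered the value to 0.41, at percentile 94.8. Adjustment for expression, GC content and transcript length was chosen after the data were seen. It gave 0.42 without AA (percentile 96.5) and 0.44 with AA (percentile 97.0), inside the central 95% of the matched lists. The list of Wnt ligands, receptors and targets was 0.28 above the matched lists without AA (percentile 91.4) and differed by -0.08 with AA (percentile 35.2). Of its 12 members without AA, 7 were higher and 5 lower, and the value without AA turned to -0.13 for genes with an FPKM of at least 1 in both libraries. That filter drops *Wnt3*, *Wnt4*, *Wnt7b*, *Wnt8a* and *Wnt9a*, which rose from below 1 in PBS+DMSO, and *Lef1*, which fell below 1. It also drops *Wnt3* and *Wnt8a* from the mesoderm list. The values under this filter therefore cannot decide whether either list rose. The list of trophoblast and placenta genes had a value of -0.23 without AA (percentile 11.3) and -0.19 with AA (percentile 15.0). Of the Wnt genes, *Wnt3* (chromosome 11, 103774017 to 103817927) changed from 0.299 to 3.04 FPKM and *Wnt9a* from 0.278 to 2.06 without AA. *Wnt7b* is listed at 0 in PBS+DMSO and at 2.10 in PBS+GSK-J4, but at 1.14 in AA+DMSO and 1.34 in AA+GSK-J4, and is not called with AA in the authors' deposited table. The mesoderm gene *Mesp1* was at 0.0646 and 0.856 FPKM. These 4 genes were chosen after their values were seen, and each is upregulated without AA in the authors' deposited table, with q-values of 5.64e-05, 0.00472, 0.0317 and 0.00208. All of them lie below an FPKM of 1 in PBS+DMSO. Without AA, *Wnt3*, *Wnt7b* and *Wnt9a* ranked at percentile 98.3, 98 and 92.7 among the genes nearest in expression. *Mesp1* ranked at percentile 71.7, so its rise is inside the spread of those genes. The genes nearest in expression had to reach an FPKM of 1 in either library, which *Mesp1* did not.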

Interestingly, the upregulated genes are enhanced for the Wnt signaling and calcium modulating pathways, mesoderm formation, and placental development (Fig 5C, **top panel**). In contrast, the downregulated genes are enriched for neuronal functions including neuron projection, neural tube development, and axon guidance (Fig 5C, **bottom panel**). 

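A list of neural development genes had 14 members with an FPKM of at least 1 in either library without AA, of which 10 were lower with GSK-J4. Its median log2 ratio was 0.45 below that of expression-matched lists, an offset of -0.45 at percentile 0.09. With AA the offset was -0.32, at percentile 2.56, and 9 of 13 members were lower. Without AA the lowest log2 ratios of the list were those of *Otx2* (-1.70), *Zic2* (-1.40) and *Zic5* (-1.38). They are also in a preset list of formative and primed pluripotency genes, and *Sox2* is also in that of naive pluripotency genes. The offsets therefore cannot be credited to neural genes apart from pluripotency genes. Adjustment for expression, GC content and transcript length, chosen after the data were seen, moved the offset without AA to -0.53, below all 10000 random lists, and the offset with AA to -0.16, at percentile 12.9. The transcription factor gene *Gbx2* (chromosome 1, 89927898 to 89932692) fell from 9.68 to 2.61 FPKM, a log2 ratio of -1.57. *Etv1* fell from 9.01 to 2.36 FPKM and *Pou4f2* from 6.06 to 1.47. These 3 genes were chosen after their values were seen, and the authors' deposited table gives them q-values of 0.00445, 0.00295 and 0.00820. The neuronal gene *Neurod1* moved the other way.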

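*Eras* lies on the X chromosome from 7924283 to 7928609. Its FPKM fell from 87.7 to 22.2 without AA and from 85.9 to 24.7 with AA, with log2 ratios of -1.93 and -1.76. The genes nearest in expression had medians of -0.46 and -0.40. *Lin28a* (chromosome 4, 134003199 to 134018893) fell from 92.4 to 24.2 FPKM without AA and from 79.6 to 24.1 with AA, log2 ratios of -1.89 and -1.68. *Utf1* (chromosome 7, 139943743 to 139945121) fell from 167 to 55.2 FPKM and from 172 to 49.6 FPKM, log2 ratios of -1.58 and -1.77. For *Utf1* the nearest genes had medians of -0.59 and -0.53. The authors' deposited table gives q-values without AA of 0.000267 for *Eras*, 0.000430 for *Lin28a* and 0.00581 for *Utf1*. A list of naive pluripotency genes that includes these 3 genes had 17 members with a value, of which 16 were lower without AA and 15 with AA. Its offset from expression-matched lists was -0.28 without AA (percentile 0.71) and -0.19 with AA (percentile 4.13), which is inside the central 95% of the matched lists.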

Notably, we identify several pluripotent-related genes such as *Eras*, *Lin28a*, and *Utf1* [27–30] in the downregulated differentially expressed genes by GSK-J4. To confirm the regulation of these genes by Utx, we measured the RNA expression of several differentially expressed genes following Utx depletion. Among those genes downregulated by GSK-J4, the expression of *Utf1*, *Eras*, *Zic2*, and *Fgf15* are reduced in Utx depleted cells, whereas, *Zic5* expression does not show a significant change (Fig 6A). Genes that are induced by GSK-J4, *Nodal*, *HoxC13*, and *Cdkn1a*, also show reduced expression following Utx knockdown (Fig 6A). These data suggest that Utx activates the expression of these genes by both demethylase-dependent and-independent mechanisms.

**Fig 5:**
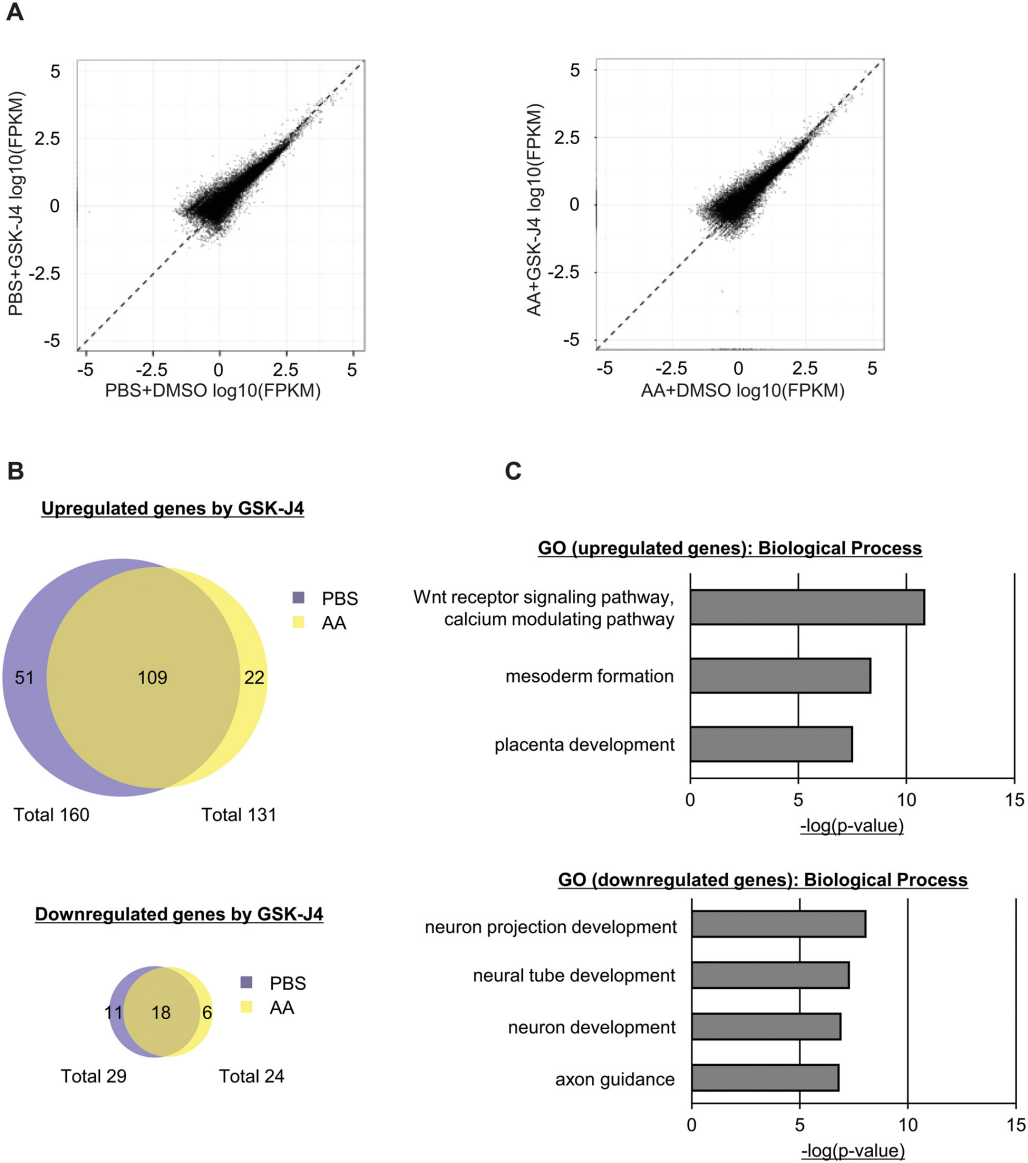
Transcriptome analysis of GSK-J4- and ascorbic acid-treated female ESCs. (A) Scatter plots between control and GSK-J4 treated cells in the absence of AA (left panel) and in the presence of AA (right panel) with FPKM. (B) Overlap between ESCs without AA and with AA treatment in up-regulated genes (top panel) and down-regulated genes (bottom panel) by GSK-J4 exposure. (C) Gene ontology analysis of differentially expressed genes. Top panel: up-regulated genes; Bottom panel: down-regulated genes.

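Across genes, the response to GSK-J4 depended on expression level. The Spearman correlation between mean expression and the log2 ratio was -0.446 over 9196 genes without AA and -0.407 over 9139 genes with AA. Genes are not independent replicates, so no p-value is given. In the lowest decile of expression the median log2 ratio was 0.29 without AA and 0.27 with AA, and in the highest decile it was -0.59 and -0.54. For the effect of AA itself the same correlation was -0.0883 without GSK-J4 and 0.0774 with GSK-J4.

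**Figure D2:**
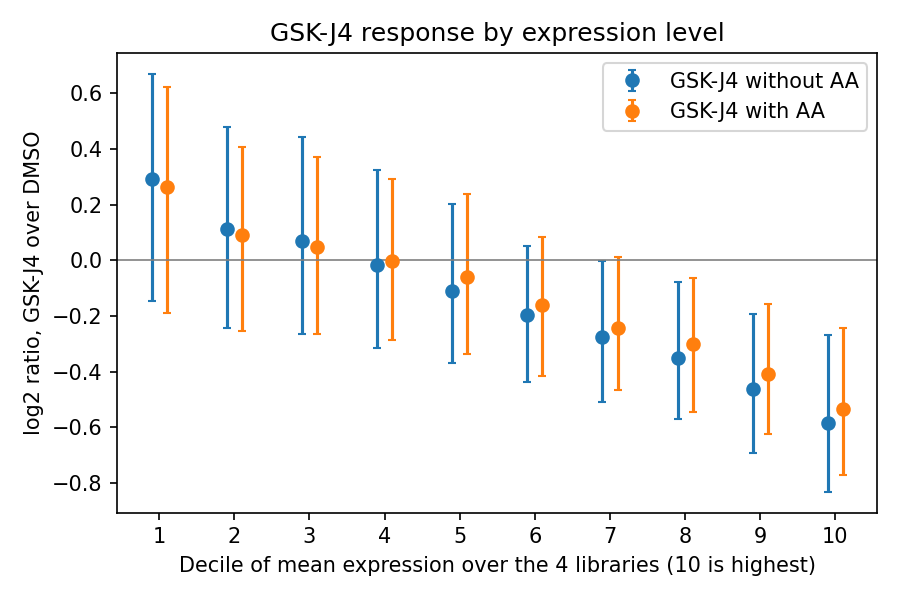
The horizontal axis gives the decile of mean expression over the 4 libraries and the vertical axis the log2 ratio of GSK-J4 over DMSO, without AA (blue) and with AA (orange). Points are medians over genes and bars span the quartiles, and the medians run from 0.29 to -0.59 without AA.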

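Of the upregulated genes, 111 were called both without and with AA in the authors' deposited tables, 49 only without AA and 20 only with AA. Of the downregulated genes of the authors' deposited tables, 18 were shared, 11 were called only without AA and 6 only with AA. No gene was called in opposite directions in the authors' deposited tables. Genes called in 1 of the authors' deposited tables mostly moved the same way in the other comparison. This held for all 49 and all 20 of the upregulated genes, and for 10 of 11 and 6 of 6 of the downregulated genes in the authors' deposited tables. The exception, *Chd7*, has a failed estimate in the table with AA and is left out where values are summed per gene. Over 9363 genes, the log2 ratios without and with AA had a Spearman correlation of 0.826, and the comparisons share no library. Of the 778 genes changed at least 2-fold without AA, 734 (94.3%) had the same sign with AA. Among the alternatives, limiting the genes to those called in the authors' deposited tables moved the correlation most, to 0.895. Those genes were called for their change in these same comparisons, so a higher correlation can follow from that selection. A value per coding sequence group in place of a sum per gene, chosen after the data were seen, lowered the correlation most, to 0.772. The log2 ratio with AA exceeded that without AA by at least 1 for 121 genes and lay at least 1 below it for 106 genes. The difference between the comparisons could not be tested without replicates.

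**Figure D3:**
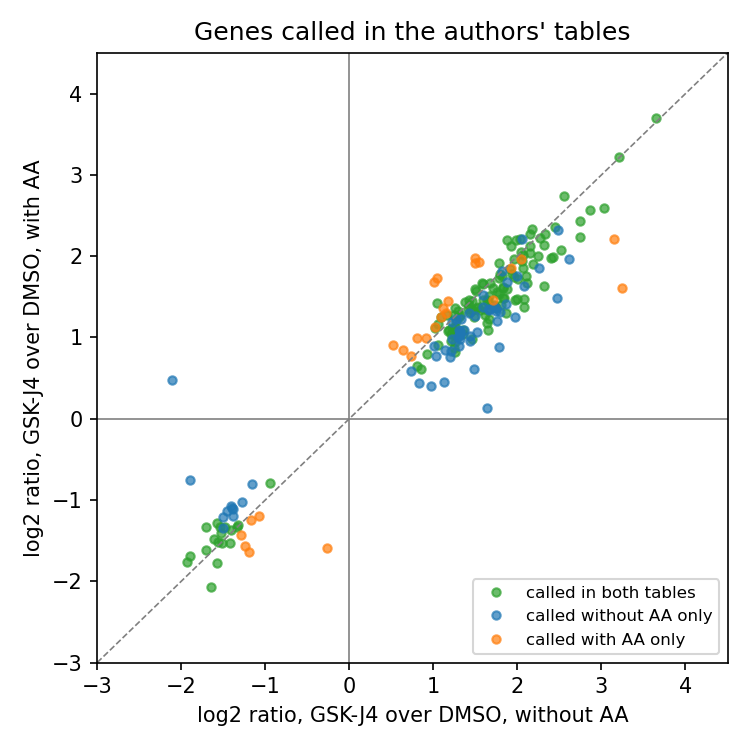
Each point is 1 of the 215 genes called in either of the authors' deposited tables, with the log2 ratio of GSK-J4 over DMSO without AA on the horizontal axis and with AA on the vertical axis, for the coding sequence group that was called. Colours mark genes called in both tables (green), only without AA (blue) and only with AA (orange), the dashed line marks equal ratios, and 214 of the points have the same sign on both axes.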

**Fig 6:**
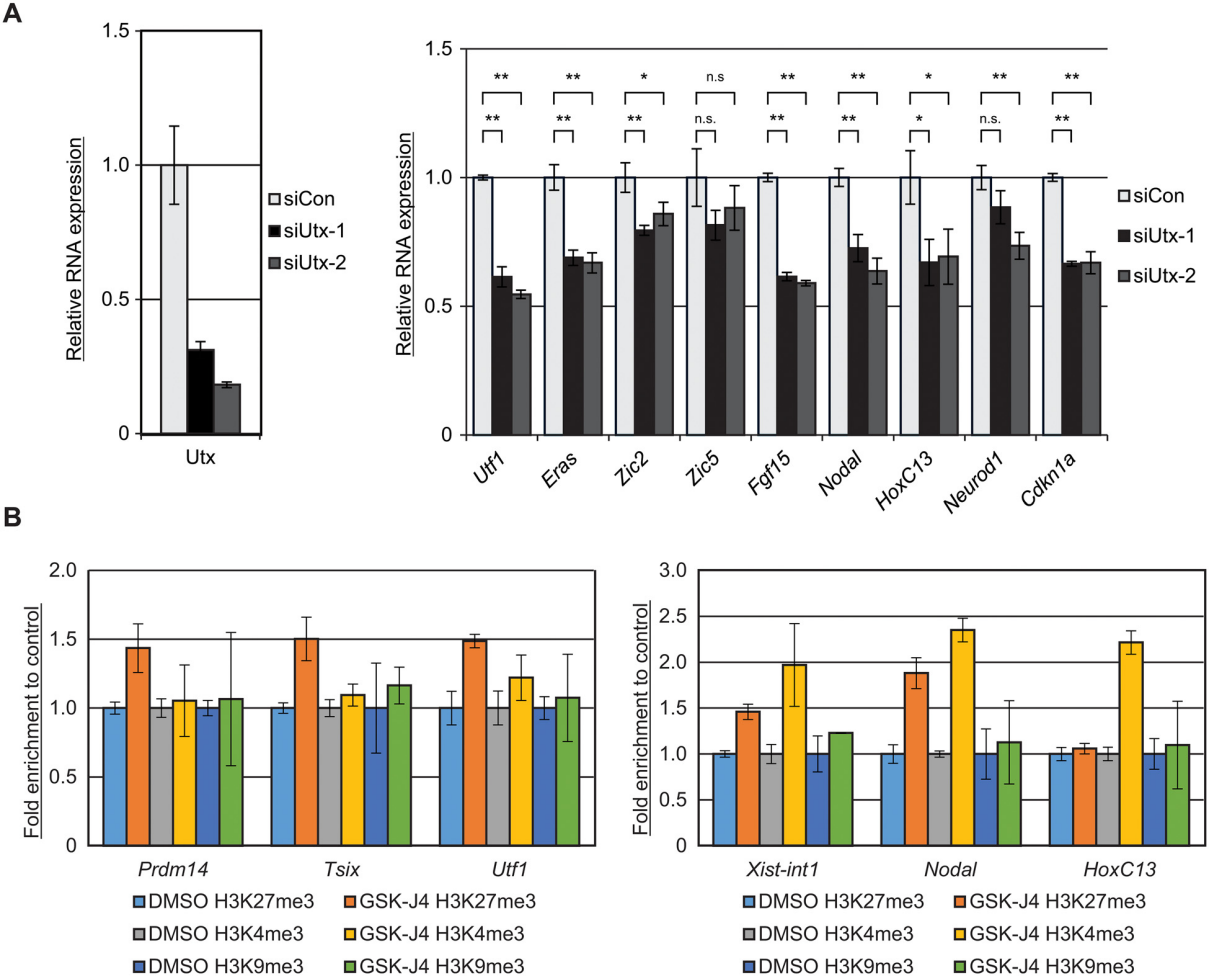
GSK-J4 induces gene expression by inhibiting H3K4me3 demethylation in ESCs. (A) Female ESCs were transfected with a control siRNA (siCon) and two different siRNAs targeting Utx (siUtx-1 and siUtx-2). RNA was extracted and subjected to RT-qPCR 72 hr after transfection. The graph represents the mean values of three independent experiments. The error bars represent one standard deviation from the mean. Student’s *t*-test (two tailed unpaired) was used for the statistical analysis. *p<0.05; **p<0.01; n.s. = not significant p>0.05. (B) GSK-J4 inhibits H3K4me3 demethylation and induces gene expression. Female ESCs were treated with 10 μM GSK-J4 for 24 hr and subjected to qChIP using anti-H3K27me3, anti-H3K4me3, and anti-H3K9me3 antibodies using primer sets spanning TSSs of *Prdm14*, *Tsix*, *Utf*, *Nodal*, and *HoxC13* and *Xist*-intron 1 (*Xist-int1*). The graph represents the mean values of fold enrichment relative to the control (DMSO) from three independent experiments. The error bars represent one standard deviation from the mean.

### GSK-J4 inhibits H3K4 demethylation at *Xist*, *Nodal*, and *HoxC13* in female ESCs

Recently, it has been reported that GSK-J4 can inhibit not only Kdm6, but also other JmjC histone demethylase family members [15]. To clarify the effects of GSK-J4, we used qChIP and tested the trimethylation levels of H3K4, H3K9 in addition to H3K27 in female ESCs after GSK-J4 exposure. We observed elevated H3K27me3 levels of all the tested genes except *HoxC13*. No significant changes of H3K9me3 levels were observed after GSK-J4 (Fig 6B). In contrast, only the genes induced by GSK-J4 (*Xist*, *Nodal*, and *HoxC13*) show enhanced H3K4me3 levels, indicating that the demethylation of H3K4me3 of these genes is also inhibited by GSK-J4 accounting for the elevated expression of these genes. Taken together, our high-through put analysis defines the global gene expression changes in female ESCs following GSK-J4 by inhibiting both H3K4 and H3K27 demethylation.

### JmjC histone demethylase activity is a determinant of XCI timing

We next asked whether histone demethylation is critical for the establishment as well as the maintenance of XCI. To address these questions, we tested whether the inhibition of the JmjC histone demethylases can alter the timing of XCI. Female ESCs were culture in the absence or presence of GSK-J4 for 3 hr and then subjected to differentiation by forming EBs concomitant with LIF removal. At day 4 of differentiation, we evaluated the XCI status using *Xist* RNA fluorescent *in situ* hybridization (RNA FISH) coupled with anti-H3K27me3 immunostaining, marks that decorate the entire female inactive X-chromosome. We then evaluated individual cells for the presence of both *Xist* and H3K27me3 foci (Fig 7A). We found that EBs derived from GSK-J4 treated female ESCs show a statistically higher ratio of both *Xist* and H3K27me3 positive foci (Fig 7B), indicating that the JmjC histone demethylases play an important role in XCI timing.

**Fig 7:**
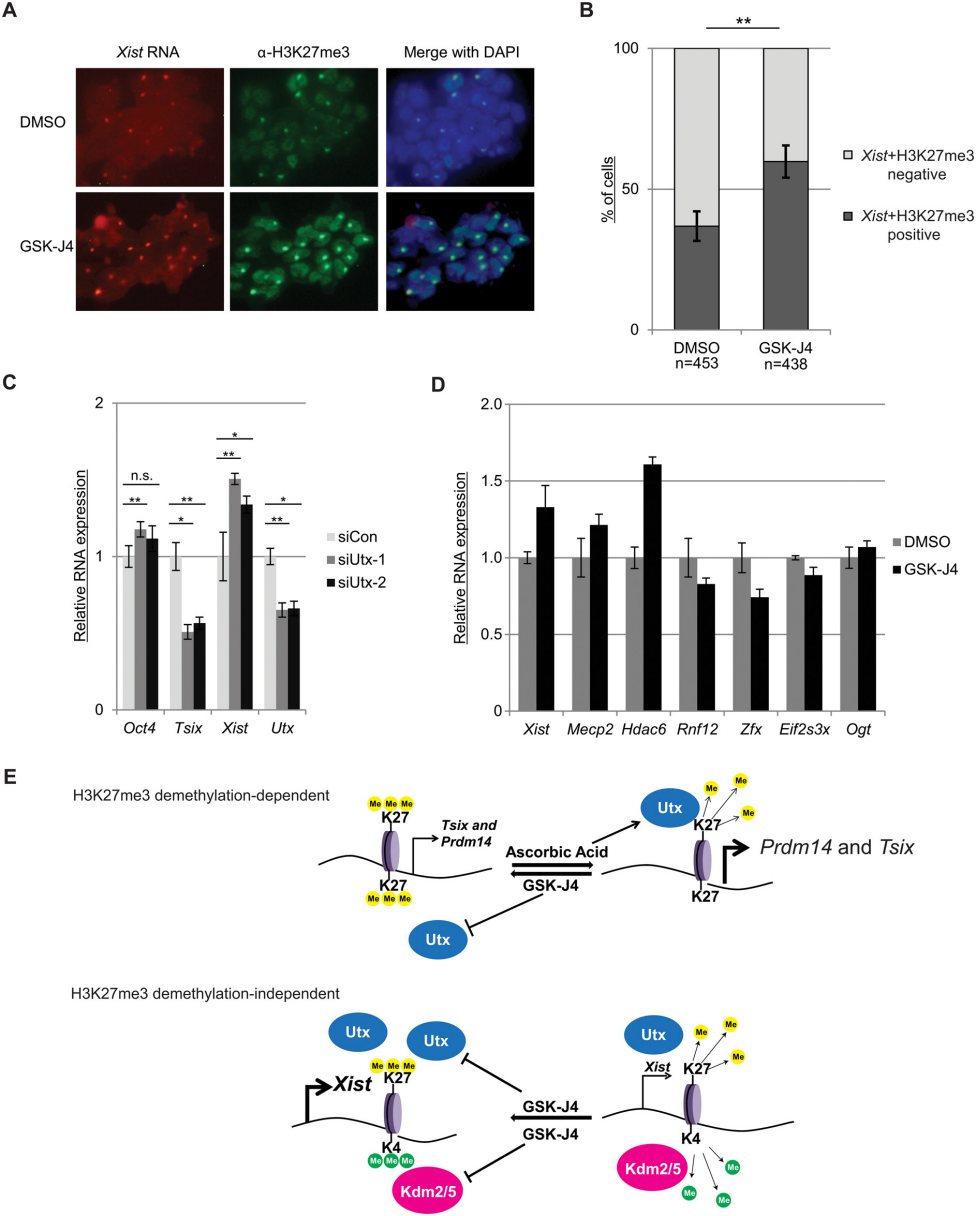
JmjC histone demethylases influence the timing of XCI in female ESCs. (A) *Xist* RNA FISH combined with anti-H3K27me3 immunofluorescence. Female ESCs were cultured in the presence or absence of 10 μM GSK-J4 for 3 hr and then subjected to the induction of differentiation to day 4 EBs as described above. (B) Quantification of the *Xist*/H3K27me3 foci positive cells. The graph represents the percentage of *Xist* + H3K27me3 dual-stained, positive foci (*Xist*+H3K27me3 positive) cells versus the dual-stained negative cells (*Xist*+H3K27me3 negative). The standard deviations are represented as error bars from three independent experiments. The Fisher’s exact test was used for the statistical analysis. “n” indicates the total number of counted cells. **p<0.01. (C) Depletion of Utx induces *Xist* expression in differentiating female ESCs. Female ESCs were transfected with two independent Utx siRNAs and plated onto undifferentiated cellular conditions. Then, the media was changed to N2B27 and a second siRNA transfection was performed 24 hr later. The cells were cultured an additional 24 hr, harvested, and subjected to RT-qPCR. The graph represents the means from three independent experiments with the standard deviations as error bars. The Student’s *t*-test (two tailed unpaired) was used for the statistical analysis. *p<0.05; **p<0.01; n.s. = not significant (p>0.05). (D) The expression of X-linked genes upon GSK-J4 treatment in female MEFs. Female MEFs were treated with GSK-J4 for 24 hr, harvested, and subjected to RT-qPCR. The graph represents the means from three independent experiments with the standard deviations shown as error bars. (E) Working models for the Utx H3K27 demethylase. Utx maintains the expression of a subset of genes such as *Prmd14* and *Tsix* by demethylating H3K27me3. These genes are repressed by GSK-J4 (Upper panel). Ascorbic acid can enhance the demethylase activity of Utx, activating *Prdm14* and *Tsix* (Upper panel) GSK-J4 can also inhibit H3K4me3 demethylases (such as Kdm2 and Kdm5) to induce gene expression of genes such as *Xist* (Lower panel). Utx enriches its target by GSK-J4 via unknown mechanisms, which may activate the demethylase-independent functions of Utx.

Next, we clarified the role of Utx in XCI by first depleting Utx by siRNA and then inducing these ESCs to differentiate using N2B27 serum-free media. The expression levels of *Oct4*, *Tsix*, and *Xist* were measured 1 day after the induction of cellular differentiation. Our results show that the knockdown of Utx results in a significant upregulation of *Xist*, whereas the expression of *Tsix* is reduced (Fig 7C). These findings indicate that Utx is a negative regulator of XCI during female ESC differentiation. The expression of *Oct4* did not show an alteration after knockdown of Utx.

Finally, to test the significance of the JmjC histone demethylases for XCI maintenance, we measured the expression of several X-linked genes (*Mecp2*, *Hdac6*, *Rnf12*, *Zfx*, *Eif2s3x*, and *Ogt*) in GSK-J4 treated female MEFs. We observed an increased expression of *Hdac6* after GSK-J4 exposure (Fig 7D). In contrast, the other X-linked genes did not alter expression (Fig 7D). Previous studies have shown that ectopic *Xist* expression induces secondary XCI in *cis*, suggesting that the inhibition of JmjC histone demethylation activates *Xist* from the Xi. Collectively, these results show that the JmjC histone demethylases influence the timing of XCI in female differentiating ESCs but are dispensable for the maintenance of XCI along the X-chromosome.

## Discussion

The dynamics of XCI/XCR in female ESCs provides an excellent model for epigenetic reprogramming between the pluripotent and differentiated states. XCI occurs during cellular differentiation, while XCR transpires during dedifferentiation towards pluripotency. A previous report has linked the *Prdm14* and *Tsix* to XCR but the underlying mechanism for their action is unknown. In this study, we have revealed the pivotal roles of Utx for the expression of *Prdm14*, *Tsix*, and *Xist* in female ESCs. Our qChIP and knockdown studies show that Utx selectively occupies the TSSs of *Prdm14* and *Tsix*, and *Xist* intron 1 and maintains the expression of these genes. Consistently, AA enhances demethylation of H3K27me3 and activates the expression of *Prdm14* and *Tsix* in the absence of GSK-J4, indicating that AA-induced up-regulation of these genes is H3K27 demethylation-dependent. In addition to these genes, we identified genes down-regulated by GSK-J4 using RNA-Seq, including *Utf1*, which has been previously reported as an Utx target [14]. 

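*Fgf15* (chromosome 7, 144896448 to 144900937) changed from 12.0 to 3.15 FPKM without AA and from 7.20 to 0.948 with AA, with log2 ratios of -1.64 and -2.07. *Zic2* (chromosome 14, 122475358 to 122480329) fell from 7.59 to 2.25 FPKM and from 5.76 to 1.62, log2 ratios of -1.40 and -1.37. *Zic5*, on the same chromosome from 122456794 to 122464315, fell from 5.10 to 1.35 FPKM without AA and from 3.78 to 1.21 with AA, log2 ratios of -1.38 and -1.11. Genes of similar expression had medians between 0.01 and 0.10. A pseudocount of 5 moved *Zic5* most, to -0.67 without AA. Its q-value in the authors' deposited table is 0.0204 without AA and 0.116 with AA, and a difference between the comparisons was not tested. *Fgf15* and *Zic2* have q-values of 0.0133 and 0.0292 without AA in the authors' deposited table.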

We also found that GSK-J4 exposure increases the expression and H3K4me3 levels of *Xist*, *Nodal*, and *HoxC13*. These results are consistent with the recent report from the Helin lab indicating that GSK-J4 can inhibit both the H3K27 and H3K4 demethylases in cell culture [15]. However, depletion of Utx results in reduced expression of *Xist*, *Nodal*, and *HoxC13*, suggesting that Utx activates these genes in an H3K27me3-independent manner. 

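*Nodal* (chromosome 10, 61418228 to 61425333) rose from 42.02 to 105 FPKM without AA and from 39.5 to 74.5 with AA. Its log2 ratios were 1.30 and 0.90, while the genes nearest in expression had medians of -0.55 and -0.50. The q-value of *Nodal* in the authors' deposited table is 0.0474 without AA and 0.402 with AA, and the difference between the comparisons was not tested. *Hoxc13* (chromosome 15, 102921109 to 102929073) rose from 1.33 to 5.29 FPKM and from 1.30 to 5.06 with AA, log2 ratios of 1.43 and 1.40. Its q-values in the authors' deposited table are 0.0213 and 0.0267. The H3K4me3 levels were not analysed here. From the rise of these genes together with their H3K4me3 levels, the paper proposes that GSK-J4 acts on H3K4 as well as H3K27 demethylases.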

Taken together, our results show that GSK-J4 alters the gene expression by interfering with both H3K27me3 and H3K4me3 demethylation.

Two different JmjC family members, Kdm2 and Kdm5, demethylate H3K4me3. The Kdm2 family consists of Kdm2a and Kdm2b (also known as Fbxl10) and can also demethylate H3K36me2. Previous studies reveal that Kdm2b binds to GC-rich promoters across the entire genome in male ESCs and regulates PRC1 complex recruitment. The Kdm5 family includes Kdm5a, Kdm5b, Kdm5c, and Kdm5d and is specific for the demethylation of H3K4 [31–34]. We investigated the publically available ChIP-Seq database for Kdm2a, Kdm2b, and Kdm5c [35, 36] binding to see whether their occupancy correlates with the altered gene expression we observed following GSK-J4 exposure. Indeed, 16 of 160 up-regulated genes and only 1 of 29 down-regulated genes following GSK-J4 exposure have significant peaks of Kdm5c. We did not observe a correlation between gene expression alteration and the occupancy of Kdm2a or Kdm2b (data not shown). This may reflect the possibility that GSK-J4 mainly contributes to the inhibition of the Kdm5 rather than Kdm2 family members.

The demethylase-independent role(s) of Utx remain to be elucidated. Notably, Utx constitutes a large complex that harbors components of transcriptional elongation and the chromatin remodeling factors such as Brg1-containing ATPase-dependent Swi/Snf members. [37–39]. Both Utx and Jmjd3 function in demethylase-independent roles for T-box family gene expression [38]. A recent study from the Magnuson lab provides further evidence for a H3K27 demethylase-independent function in the early mouse embryo [40]. Male embryos devoid of KDM6 H3K27 demethylation (*Utx* ^-/y^;*Jmjd3* ^-/-^) survive to term, whereas female embryos (*Utx* ^-/-^;*Jmjd3* ^-/-^) have a developmental delay and exhibit a mid-gestational lethality [40]. It has been proposed that H3K27me3 may be replaced by passive mechanisms such as replication-dependent histone turnover [41–46]. We propose an auto-regulatory mechanism for Utx activity and that the demethylase activity of Utx controls the demethylase-independent activity (Fig 7C).

Our studies reveal that the JmjC histone demethylases influence the timing of XCI in differentiating female ESCs. In contrast to undifferentiated ESCs, the knockdown of Utx followed by the induction of differentiation, results in the upregulation of *Xist*, indicating that Utx functions as a negative regulator of XCI during the cellular differentiation of female ESCs. This may be due to the ability of Utx in maintaining the expression of XCI repressors such as *Tsix* and *Prdm14*. Our findings suggest that the JmjC histone demethylases are dispensable for the maintenance of XCI as the expression of X-linked genes, with the exception of *Hdac6*, are not affected by GSK-J4 treatment in female MEFs. Interestingly, GSK-J4 fails to induce *Xist* expression in male MEFs. This difference may reflect other mechanisms for *Xist* repression in differentiated male cells and the plasticity of the chromatin in ESCs. Collectively, our study provides novel insight of the regulatory mechanisms for the maintenance of pluripotent genes, and preventing XCI by demethylation of H3K27me3 as well as H3K4me3.

## Materials and Methods

### Cell culture

Female LF2 [47] (a gift from Dr. J. Wysocka), EL16.1 ESCs [48]; and male R1 [49] (a gift from Dr. A.K. Hadjantonakis) and J1 ESCs [48], were maintained on mouse embryonic fibroblasts feeders as described [19]. To remove feeders, ESCs were passaged at least once without feeders before experiments. GSK-J4 and L-ascorbic acid (AA) were purchased from R & D Systems and Cayman, respectively. The cells were treated with 10 μM GSK-J4 and/or 50 μg/ml L-ascorbic acid (AA). For the serum-free differentiation of the ESCs, N2B27 media was used as described previously [50].

### Transcriptomic analysis

Female ESCs were exposed to 10 μM GSK-J4 plus or minus 50 μg/ml L-ascorbic acid (AA) for 24 hr. The total RNA was prepared with TRIzol (Life Technologies), treated with DNase I (New England Biolabs), and column-purified (Qiagen). Complementary DNA libraries were prepared and the RNA-sequencing was performed using the Illumina HISeq2500/1500 high-throughput sequencing platform at the Weill Cornell Medical College Genomics Resources Core Facility. Single-end reads were subjected to the removal of duplicates and TopHat2, Cufflinks2, CummeRbunde, and Genome Explore were used through Maser3 to analyze the reads [51–54]. Gene Ontogeny analyses were performed using DAVID [55,56]. The Gene Expression Omnibus (GEO) accession number for the transcriptome analysis is GSE67674.

## Supporting Information

S1 Table List of PCR primers. (PDF) Click here for additional data file.

S1 Fig Jmjd3 protein expression is not affected by proteasome inhibitor in ESCs. Embryonic stem cells (ESCs) were treated with 50 mM MG-132 for 3 hr and subjected to western blot with anti-Jmjd3 antibodies. Anti-c-Myc and anti-pan-H3 antibodies were used as positive and loading controls, respectively.
(PDF) Click here for additional data file.

S2 Fig Alteration of gene expression by GSK-J4 treatment in two independent male and female ESC lines. J1 (male) and EL16.7 (female) mouse ESCs were treated with GSK-J4 and subjected to RT-qPCR. The graphs are shown as the mean values of three independent experiments. Error bars represent one standard deviation.
(PDF) Click here for additional data file.

S3 Fig *Xist* expression is not induced by GSK-J4 treatment in male MEFs. Male MEFs were treated with 10 μM GSK-J4 for 24 hr, harvested, and subjected to RT-qPCR. The mean values of three independent experiments were represented with standard deviations shown as error bars.
(PDF) Click here for additional data file.

S4 Fig Utx protein amount is not increased following GSK-J4 or L-ascorbic acid (AA) treatment. (A) Female ESCS were treated with GSK-J4 and then subjected to western blot using anti-Utx and pan-histone H3 antibodies. (B) Female ESCs were treated with AA and then subjected to western blot using anti-Utx and anti-Actin antibodies.
(PDF) Click here for additional data file.

S5 Fig RNA-Seq validation. (A) Expression of *Oct4*, *Nanog*, *Prdm14*, and *Tcl1* are shown as FKPM (Fragments per Kilobase of exon PFont>Symboler Million mapped fragments (B) Mapping of RNA read fragments at *Xist* in DMSO- versus GSK-J4-treated female ESCs.).
(PDF) Click here for additional data file.

# Supplementary material for: Histone Demethylation Maintains Prdm14 and Tsix Expression and Represses Xist in Embryonic Stem Cells
**Source:** PLoS One. 2015 May 20;10(5):e0125626. doi: 10.1371/journal.pone.0125626
**Supplement:** S1 Table

**Table S1. List of PCR primers**

| primers      | sequence                  |
|--------------|---------------------------|
| RT-qPCR      |                           |
| UtxFwd       | GACAGCGGAGGAGAGGGAG       |
| UtxRev       | CGAACAGCCTTGCCCAGC        |
| Jmjd3Fwd     | CTCTGGAACCTTTCATGCCGG     |
| Jmjd3Rev     | CTTAGCCCCATAGTTCCGTTTG    |
| Oct4Fwd      | CACGAGTGGAAAGCAACTCA      |
| Oct4Rev      | AGATGGTGGTCTGGCTGAAC      |
| NanogFwd     | ACCTGAGCTATAAGCAGGTTAAGAC |
| NanogRev     | GTGCTGAGCCCTTCTGAATCAGAC  |
| Prdm14Fwd    | GCATCCTGGTTCCACAGAG       |
| Prdm14Rev    | CTGCAGAACACGCCAAAGTG      |
| Tcl1Fwd      | CAGTGGTGTCTGTGCCTCTG      |
| Tcl1Rev      | AGGTCTTGTCCCTCATGGTG      |
| TsixFwd      | GGTAACAATTTTCCCGCCATGTG   |
| TsixRev      | GGAAATAAACGGAACGCAGTACC   |
| XistFwd      | CAGAGTAGCGAGGACTTGAAGAG   |
| XistRev      | CCCGCTGCTGAGTGTTTGATATG   |
| 18SrRNAFwd   | GTAACCCGTTGAACCCCAT       |
| 18SrRNARev   | CCATCCAATCGGTAGTAGCG      |
| ChIP-qPCR    |                           |
| Oct4TSSFwd   | TGGGCTGAAATACTGGGTTC      |
| Oct4TSSRev   | GTCCTTACAGCCCACTCAGC      |
| NanogTSSFwd  | GAAGATTTCCCAAGGTTTCC      |
| NanogTSSRev  | GACCTTGCTGCCAAAGTCTC      |
| Prdm14TSSFwd | CAGGGAACGGTCAAGAGAAC      |
| Prdm14TSSRev | CTGTGGAGGTCCCCTGATAG      |
| Tcl1TSSFwd   | CGAGCACAAAGACAGCAAAC      |
| Tcl1TSSRev   | TCTGTCCTTTTTGGGTGTCC      |
| TsixTSSFwd   | ACCCAGTCTTTGAGACCGTAAG    |
| TsixTSSRev   | AGCTCCAACACAGTCTCATTTG    |
| XistTSSFwd   | AGATGCCAATGACCCAAAAC      |
| XistTSSRev   | CGACCTCAGATGAGGAGAGG      |
| Xist-int1Fwd | CTGAAGATGGTGATGGCGAGTTG   |
| Xist-int1Rev | AAAGAGTTCCCCAAATTAGTGCCTG |

How the deposited data were processed for this re-analysis (not part of the article)

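RNA-Seq was performed on female mouse LF2 ESCs treated for 24 hr with PBS or 50 μg/ml AA and with DMSO or 10 μM GSK-J4, with 1 library for each of the 4 conditions. The samples were assigned to conditions from their labels, which give the same conditions as the paper.

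The authors sequenced single-end reads, removed duplicates and used TopHat2, Cufflinks2, CummeRbund and Genome Explorer through Maser. The FPKM values they deposited are per kilobase of exon and scaled by mapped fragments. How the libraries were scaled to each other is not given in the paper's text. The p-values and q-values in the deposited tables are the authors' own. In the table without AA, the q-value is 64334 times the p-value at the smallest p-value, which is more than the 10740 tested coding sequence groups of that table, so the adjustment covered more tests than that table holds. Removal of duplicate reads can lower the values of highly expressed genes, and its size is not known here. The log2 fold changes of the authors' deposited tables were used only to check the FPKM columns.

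From the deposited FPKM, values were summed over the coding sequence groups of a gene. Among the coding sequence groups, 207 had a failed estimate in either table, and the genes they belong to were left out. Log2 ratios were taken with a pseudocount of 1, within the genes with an FPKM of at least 1 in either library of the comparison. Because there is 1 library per condition, no test was run on single genes and no p-value was computed. Counts of genes use a 2-fold threshold. Each gene list was compared with 10000 random lists of the same size, drawn to match the members on 10 bins of mean expression, and the percentile of its median describes these libraries only. Percentiles do not account for genes that vary together: of 16 lists, 7 and 6 lay outside the central 95% for GSK-J4 without and with AA, and 6 and 10 lay outside it for AA without and with GSK-J4, where 0.8 would be expected by chance.

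The genes reported by name were chosen by a rule: each gene the paper names in connection with GSK-J4, AA or Utx, the 5 genes with the largest mean log2 ratio in each direction among those called in the same direction in both of the authors' tables, and the 3 genes with the largest difference between the comparisons in each direction among genes with an FPKM of at least 5 in at least 1 library. The paper names 34 such genes. Of these, 26 have a value, 1 (*Zfp42*) has a failed estimate, and 7 were not analysed here. Of the genes with a value, 1 is not reported here. Other genes are marked as chosen after their values were seen. The main settings, the gene lists, the rule and most alternatives were fixed before the data were examined. The alternatives were pseudocounts of 0.1 and 5, no filter on low values, an FPKM of at least 5 in either library, an FPKM of at least 1 in both libraries, centring of the log2 ratios on their median, division by the upper quartile, scaling to the same total, thresholds of 1.5-fold and 4-fold, q-values of 0.01 and 0.1, and 20 expression bins. For the agreement between the comparisons, they were also Pearson correlation and the genes the authors call, and for the calls a 2-fold threshold or an FPKM of at least 1 in both libraries beside the q-value. Alternatives added later were 1 value per coding sequence group, inclusion of genes with a failed estimate, Benjamini-Hochberg adjustment of the deposited p-values within each table, and adjustment of the log2 ratios for expression, GC content and transcript length.

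The depth of the libraries is not given with the values. Relative depth was estimated from the steps of whole reads in weakly expressed genes, jointly over the 4 libraries. On simulated data, the steps recovered the relative depth to within 0.0745%. There the best set of ratios led the next by 3.86%, against 1.06% in these libraries, so the simulated case was easier. In simulated data of 8799 genes, 198 of 200 genes changed by known folds were recovered at the 2-fold threshold and no other gene passed it. These genes had an FPKM of at least 4 and were changed 4-fold. The only noise was that of read counting, without a trend with expression. That outcome therefore checks the counting step and gives no error rate for these libraries. Of 200 unrelated lists, 3.5% fell outside the central 95%. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.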

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

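The tests of explanations below were chosen after the results were seen, and what each would show was written down after the tests had been run.

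A list of ATF4 and integrated stress response genes, which the paper does not discuss, rose with GSK-J4. Its median log2 ratio was 1.47 above expression-matched lists without AA and 1.46 with AA, above all 10000 random lists in both comparisons. All 18 members with a value were higher in both comparisons. A trend with expression, GC content or transcript length is argued against, because the list stayed 1.36 and 1.51 above the matched lists after these trends were removed. The rise appears in 2 comparisons that share no library. Between libraries that differ in AA, the list was 0.17 above matched lists in DMSO and 0.14 in GSK-J4. These offsets are smaller, but both also lay above all 10000 random lists. There is 1 library per condition, so GSK-J4 is repeated only across the cells with PBS and with AA. An effect of GSK-J4 on this stress response is a hypothesis that these libraries alone do not establish.

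A list of p53 targets, of which the paper names *Cdkn1a*, was 1.42 above the matched lists without AA and 1.41 with AA, with 16 of 18 members higher in each. After removal of the trends with expression, GC content and transcript length the values were 1.42 and 1.37. These trends therefore do not account for the rise. The list shares 1 member with a value, *Sesn2*, with the ATF4 list. Between libraries that differ in AA, the offset of the p53 list was -0.06 in DMSO (percentile 2.9) and -0.08 in GSK-J4 (percentile 0.6). An effect of GSK-J4 on these genes is a hypothesis from 1 library per condition.

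A list of hypoxia and HIF targets was lower with AA. The offset from matched lists was -0.40 for AA+DMSO against PBS+DMSO and -0.42 for AA+GSK-J4 against PBS+GSK-J4, below all 10000 random lists in both, with 18 of 19 and 19 of 20 members lower. The paper does not report this comparison, and the levels come from separate tables. In the authors' deposited tables, *Neurod1* without AA and *Wnt3* with AA have the same p-value of the authors, 2.51e-06. They also have the same q-value, 0.000783, so the q-values appear to be adjusted over both tables together. That argues against tables processed apart, but does not show how the libraries were scaled to each other. The lowering stayed after removal of the trends with expression, GC content and transcript length, at -0.42 and -0.41. It also stayed under each scaling tried. With GSK-J4 against DMSO the list was inside the central 95% of matched lists. An effect of AA on these genes is a hypothesis from 1 library per condition.

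GSK-J4 changed 9 genes at least 2-fold in opposite directions without and with AA: *Armcx5*, *BC053749*, *Dlgap3*, *Gm1673*, *Kansl1*, *Pcdhgb5*, *Pkp4*, *Vezt* and *Zfand3*. The difference was not tested, and none of them is called in the authors' deposited tables. Uncertain values of genes near the floor are a candidate explanation: 6 of the 9 genes have an FPKM below 5 in all libraries, against 29.9% of all genes.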

How the results depend on the processing

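No test of explanations was chosen for this part. No paired analysis was possible because each condition has 1 library. No result changed direction in a way that the criteria count as reversed, and the cause of the changes below was not tested unless stated.

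Counts of genes are given as higher and lower without AA, then higher and lower with AA. They were 746, 509, 662 and 493 with a pseudocount of 0.1, and 112, 136, 99 and 102 with a pseudocount of 5. By construction, a threshold of 1.5-fold gave 1063, 1775, 923 and 1625, and one of 4-fold gave 48, 6, 38 and 6. Scaling to the same total gave 1199, 157, 967 and 166. Here and below, that scaling also lowers the weight of the pseudocount, so its values do not show the effect of scaling alone. Requiring an FPKM of at least 5 in either library, which tests fewer genes, gave 253, 264, 207 and 229, and an FPKM of at least 1 in both libraries gave 269, 273, 220 and 252, so lower genes outnumbered higher genes under both filters. Centring on the median gave 157 and 152 lower genes, and upper-quartile scaling gave 125 and 118.

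The Spearman correlation between the comparisons was 0.801 with a pseudocount of 0.1, 0.869 with a pseudocount of 5, 0.880 with an FPKM of at least 5, 0.852 with an FPKM of at least 1 in both libraries, 0.815 after upper-quartile scaling, 0.802 after scaling to the same total, and 0.895 over genes the authors call. The percentage with the same sign was 91.7, 99.6, 97.5 and 97.3 for the first 4 of these settings. It was 96.0 after centring and 100.0 over genes the authors call. The genes the authors call were selected on these same comparisons, so their correlation and percentage can follow from that selection. In alternatives chosen after seeing the data, the correlation was 0.772 per coding sequence group and 0.818 with failed genes kept, and 90.5% per coding sequence group had the same sign.

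Genes whose ratios differed by at least 1, higher and lower with AA, numbered 248 and 283 with a pseudocount of 0.1, 6 and 5 with a pseudocount of 5, 33 and 35 with an FPKM of at least 5, 42 and 45 with an FPKM of at least 1 in both libraries, 190 and 243 after scaling to the same total, and 221 and 201 per coding sequence group.

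In the authors' deposited tables, a q-value below 0.01 left 121 calls without AA, 13 of them lower, and 88 with AA, 81 higher and 7 lower, with 71 higher and 5 lower shared. A q-value below 0.1 gave 48 lower calls without AA. With an FPKM of at least 1 in both libraries, 110 calls remained without AA, 86 higher, and 87 with AA, 67 higher, with 58 higher shared.

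For lists, the offset from matched lists of mesoderm and primitive streak genes fell inside the central 95% with an FPKM of at least 1 in both libraries (0.41 and 0.42 without and with AA) and after adjustment for expression, GC content and transcript length, chosen after seeing the data (0.42 and 0.44). That adjustment moved imprinted genes outside it without AA (0.38). With AA, neural development genes moved outside it with a pseudocount of 5 (-0.34), no filter (-0.34) and an FPKM of at least 5 (-0.43), while the adjustment moved them to -0.16, at percentile 12.9. Naive pluripotency genes moved outside it with AA at a pseudocount of 5 (-0.21). The other 322 list values stayed on their side of the bounds. Some lists had fewer than 3 genes with an FPKM of at least 5 in either library and have no value there. For single genes, 196 values moved and 314 did not.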

Differences from the paper's values

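The numbers of upregulated and downregulated genes stated in the paper's text are the same as the counts in the authors' deposited tables at a q-value below 0.05. The paper shows about 110 shared upregulated genes in Fig. 5B, read by eye, where the authors' deposited tables give 111. For the upregulated genes called in a single comparison, the paper shows about 51 without AA in Fig. 5B and about 22 with AA in Fig. 5B, read by eye, where the authors' deposited tables give 49 and 20. No value differed by more than 1.5 times, and the alternatives were not needed to reach the paper's values.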

Other observations

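The tests of explanations in this part were chosen after the results were seen, as were genes marked here as such.

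Weakly expressed genes rose with GSK-J4 and highly expressed genes fell. With genes binned on the DMSO library that was not in the comparison, so that the binning did not create the trend, genes with an FPKM of at least 64 changed by a factor of 0.691 without AA and 0.718 with AA. A constant amount of signal added to each gene may account for the rise of genes under an FPKM of 2: the amount above that factor differed by 1.10 times without AA and 1.30 times with AA between its highest and lowest bin. It does not account for the rest of the trend. At an FPKM of 8 to 16 the observed ratio was 0.101 and 0.117 above what the constant predicts. Removal of duplicate reads could also shape the trend. Its effect cannot be told apart here, since the reads before removal are not known, and the only measure of depth is the tentative relative depth of 0.642 for PBS+GSK-J4.

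More genes are called higher than lower in the authors' deposited tables, by 5.52 times without AA and 5.46 times with AA. One candidate explanation is that genes with low expression can be called mainly when they rise. A pair of filters on expression was tried, one after the other, and gave different outcomes. With an FPKM of at least 10 in the DMSO library of the comparison, 18 are called higher and 19 lower without AA in the authors' deposited table, 0.947 times as many, and 16 and 11 with AA, 1.45 times as many. That filter removes the genes that rise from a low level. Among genes with a mean FPKM of at least 10 over the 4 libraries, 38 genes are called higher and 16 lower without AA in the authors' deposited table, 2.38 times as many, and 30 and 10 with AA, 3 times as many. That mean includes the GSK-J4 libraries, so genes that rise from a low level can pass it. Neither filter decides, and the explanation cannot be told apart from a true excess of rising genes.

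The formative and primed pluripotency list had an offset from matched lists of -1.09 without AA and -1.07 with AA. Both lay below all 10000 random lists. The list shares *Zic2*, *Zic5* and *Otx2* with the neural development list. A list of fibroblast feeder markers was 0.75 and 0.68 above the matched lists, and 0.52 in both after adjustment for expression, GC content and transcript length. The most abundant of these genes moved apart: *Sparc* had log2 ratios of -0.02 and 0.04, *Col1a1* of 0.46 and 0.29, and *Col1a2* of 0.12 and -0.18, chosen after their values were seen. The paper's ESCs were maintained on feeders and passaged at least once without them before experiments. No explanation for this list was tested. Values inside the central 95% of the matched lists in both comparisons were found for 2-cell-like genes (0.14 and 0.03), Hox clusters (-0.07 and -0.15), heat shock and unfolded protein response (-0.11 and -0.06), histone demethylases (-0.08 and -0.05), hypoxia and HIF targets with GSK-J4 (0.18 and 0.03) and imprinted genes (0.16 and 0.12).

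The metallothionein and metal response list was 0.14 above matched lists without AA and 0.39 with AA, at percentiles 79.7 and 98.6. Its members went both ways. Chosen after their values were seen, *Mt1* rose from 228 to 1099 FPKM and *Mt2* from 365 to 1528 without AA, while *Mt3* fell from 16.7 to 3.22. No explanation was tested.

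In the DMSO libraries, *Prdm14* had a log2 ratio of -0.16 for AA against PBS, where the median of all genes was -0.05, and *Tcl1* of 0.10. In the GSK-J4 libraries, the log2 ratio for AA against PBS was 0.03 for *Prdm14* and 0.37 for *Tcl1*, where the median was -0.02. *Prdm14* therefore did not move the same way in both pairs. The paper measured an increase of *Prdm14* with AA by RT-qPCR in a separate experiment (Fig. 4D). *Slc16a3*, chosen after its values were seen, went from 41.0 FPKM in PBS+DMSO to 13.2 in AA+DMSO, and *Ldha* from 933 to 450.

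The X-linked genes had a median close to that of autosomal genes with GSK-J4. The difference in median log2 ratio was 0.000346 without AA (percentile 57.9) and 0.0129 with AA (percentile 74.6). With AA against PBS it was -0.05 in DMSO, below all random sets, but -0.02 in GSK-J4, at percentile 4.04 and inside the central 95%. Among X-linked genes the paper measured in MEFs, the log2 ratios with GSK-J4 without AA in these ESCs were 0.27 for *Hdac6*, 0.53 for *Rlim* (Rnf12), -1.05 for *Zfx* and -0.85 for *Eif2s3x*, against -0.57, -0.23, -0.15 and -0.65 for the genes nearest to each in expression. None of these 4 genes is called in the authors' deposited tables.

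The other pluripotency genes the paper names, *Sox2* and *Klf2*, had log2 ratios of -0.52 and -0.06 without AA. *Klf2* turned positive after centring, after upper-quartile scaling and after scaling to the same total, where it was 0.33. The genes nearest in expression had medians of -0.65 for *Sox2* and -0.58 for *Klf2*, so both lie above them. For the demethylases that the paper discusses, log2 ratios without AA were -0.05 for *Kdm2a*, -0.64 for *Kdm2b*, -0.13 for *Kdm5a*, -0.37 for *Kdm5b* and -0.31 for *Kdm5c*, where the nearest genes had medians of -0.03, -0.27, -0.04, -0.48 and -0.35. With AA they were -0.02, -0.76, 0.56, -0.20 and -0.23 in the same order, so *Kdm5a* moved in opposite directions for the deposited FPKM but not under the scalings, and the difference was not tested. Without AA, scaling to the same total changed the sign of all of these except *Kdm2b*, and centring or the upper quartile changed that of *Kdm2a* and *Kdm5a*. With AA, each of these scalings changed the sign of *Kdm2a*, and the upper quartile and the same total changed that of *Kdm5b* and *Kdm5c*.

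The largest differences between the comparisons among genes with an FPKM of at least 5 in at least 1 library were in *Pkp4*, with log2 ratios of 1.61 without AA and -1.21 with AA, *Kansl1* (1.36 and -1.17) and *1190005I06Rik* (0.37 and -2.02) in one direction, and *Stbd1*, *Fam49b* (-1.72 and 0.39) and *Mtmr4* (-1.26 and 0.63) in the other. *Stbd1* is listed at 0 in both DMSO libraries, at 0.412 FPKM in PBS+GSK-J4 and at 5.54 FPKM in AA+GSK-J4. None is called in the authors' deposited tables. The change with AA showed little repeat across the pairs of libraries: the Spearman correlation across genes between AA effects without and with GSK-J4 was 0.165, with an SD of the log2 ratios of 0.27 and 0.26.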
